A study of Mus musculus with 13 samples. Its data were reported in "Correction of dysregulated lipid metabolism normalizes gene expression in oligodendrocytes and prolongs lifespan in female poly-GA C9orf72 mice" (2025).

How the data were processed

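Messenger RNA of thoracic spinal cord was sequenced from 6 GA-CFP mice (TG) and 7 wildtype mice (WT). GA-CFP mice express poly-GA, a dipeptide repeat protein made from the expanded C9orf72 repeat of amyotrophic lateral sclerosis (ALS), fused to a cyan fluorescent protein, mostly in spinal neurons. The mice were control animals of treatment studies. Genotype was taken from the labels, and replicate numbers only name samples.

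Per the labels and the methods of the study, paired-end reads of 100 bases came from mRNA libraries made by the sequencing provider, the authors mapped them to mouse assembly GRCm38, and they tested genotype with DESeq2. The deposited values are raw counts of reads per gene, whole numbers without normalization, made by the authors. The aligner, the counting tool and the use of strand were not stated, so overlapping genes, antisense genes and near-identical genes may exchange reads. The methods name brain cortex as the source of RNA. The labels of all 13 samples and a figure legend of the study name thoracic spinal cord, and the labels were followed.

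The table held 48474 gene rows for 13 samples, and all 13 columns were used. Of these rows, 2536 were numbered copies of a gene symbol, and 15566 held no count in any sample. All 45938 distinct symbols matched a RefSeq table of assembly GRCm38.p6, from which coordinates were taken. Each row named a gene. Totals ran from 19769785 to 21095185 counts per sample, a ratio of 1.07 between the deepest and the shallowest sample. A count of 3, taken as the floor of detection, was worth at most 0.156 CPM, the count scaled to library size, in the WT libraries after normalization. Reads were amplified without molecular identifiers, so floors cover counting error only.

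Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (filterByExpr by group, TMM factors, robust dispersions, genotype alone). The tests were two-sided, and Benjamini-Hochberg adjustment ran over all genes tested, with a threshold of 0.05. Standard errors (SE) of log2 fold changes were taken as the absolute fold change over the square root of the F statistic. CPM values used the TMM factors. Within each group, all 36 pairs of samples differed by more than sampling noise, with a chi-square per gene between 7.77 and 44.6 over 16696 genes, so no pair was treated as a single library deposited more than once.

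Gene lists were scored in each sample as the mean of log2 CPM over the list genes that passed the filter, with a prior count of 2. The difference between the TG and WT means was tested with a two-sided exact permutation test over all 1716 splits of the 13 samples, for which the smallest possible p is 0.000583. P-values were adjusted over 10 lists of the study. These were 6 lists of cholesterol pathway genes (biosynthesis, regulation, export, transport, oxidation and storage), markers of disease-associated oligodendrocytes (DOL), myelin genes, and the amyloid-DAM and myelin-DAM markers of disease-associated microglia (DAM). A family of 16 lists of cell types, attached tissues and tissue states, and a family of 2 lists of targets of the transcription factors LXR and SREBP2, were adjusted on their own. These lists were written from general knowledge. A list of dorsal horn neuron genes was added later.

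Genes are named by a rule. From each list of the study, the 3 genes with the smallest p are named. From all other genes past the threshold with a mean of at least 1 CPM and no overlap between TG and WT samples, the 5 largest and the 5 smallest fold changes and the 5 smallest p-values are named. Thy1 was added as a check of the labels. The groups, the tests, the lists, this rule and the alternatives were chosen before the data were examined, except where stated. Genes named outside the rule were chosen after their values were seen.

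The edgeR, DESeq2 and limma-voom tests of genes and the permutation test of list scores were run on simulated counts drawn from the means, dispersions and library sizes of these samples, with 200 genes changed by 1 on the log2 scale. edgeR recovered 172 of them (86%) with 4 false calls. DESeq2 recovered 173 with 33 false calls, and limma-voom 170 with 6 false calls. Of 50 simulated lists, all 25 that were shifted by 0.5 on the log2 scale were recovered, with 1 false call, and smaller shifts were not simulated. The lists held random genes drawn independently of each other. Genes of real lists may vary together, so this recovery may overstate that of the real lists. The set tests, the fits with covariates and the correlations were not run on simulated data.

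The share of a gene's sequence that occurs in another gene was measured on the longest GENCODE M21 transcript of each gene, as the percentage of its 100-base windows found on the same strand in another gene. A value was had for 94% of the rows tested. GC content and length came from the same transcripts for 94.1% of the rows tested.

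The alternatives were DESeq2 1.42.0, limma 3.58.1 (voom with sample quality weights, and fry and camera for lists), RLE, upper quartile and total scaling, 2 other count filters, 2 other thresholds, 1 surrogate variable from sva 3.50.0, a Schwann cell score as covariate, a lowess correction for GC content and length with a span of 0.3, other ways to score lists, and each sample left out in turn. A red blood cell score as covariate, leaving out numbered copies, and leaving out genes that share 50% or more of their windows were chosen after seeing the data. The genes changed were also counted in 100 splits of the 13 samples into groups of 6 and 7, drawn with a fixed seed and with the real split included. Values of single genes that are not named in the text are not reported here, and 1 tested gene was left out of the plot of cholesterol pathway genes. Figures were drawn with matplotlib 3.10.9.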

Results

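Bulk mRNA sequencing of thoracic spinal cord was done on 6 TG and 7 WT mice. The comparison of TG with WT asked whether the changes of cholesterol metabolism genes seen in mice with widespread poly-GA also occur in GA-CFP mice, where poly-GA is mostly in spinal neurons. TG replicates 1 to 6 held 20364075, 20642122, 20604602, 21095185, 20461930 and 19769785 counts. WT replicates 1 to 7 held 20148026, 20329286, 20151684, 20554778, 20514130, 20157605 and 20055777 counts. The mean total was 20489616 ± 433100 (SD, n = 6) in TG and 20273041 ± 196447 (SD, n = 7) in WT. Mitochondrial genes took 5.73% to 10.1% of the counts of a sample, and the 10 most abundant genes took 7.55% to 11.9%. All 13 samples expressed Y-linked genes, with 1079 to 1394 counts of Ddx3y, and Xist had at most 1 count in any sample. The transgene itself was not analysed here. Thy1, whose promoter drives the transgene, had 595 CPM ± 35.5 (SD, n = 6) in TG and 555 CPM ± 52.2 (SD, n = 7) in WT, a log2 fold change of 0.10 (SE 0.07, edgeR adjusted p 0.361). In a principal component analysis, the first component held 30.3% of the variance and ran from 7.53 to 46.0 in TG and from -33.1 to -8.66 in WT. The labels give no sequencing batch, so no comparison within batches was made.

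After filtering, 18419 gene rows were tested, and 2161 of them (11.7%) differed between TG and WT at an edgeR adjusted p under 0.05. Of these, 1465 were higher and 696 were lower in TG. They covered 2048 distinct gene symbols, and 124 were numbered copies. A change of more than 1 on the log2 scale was found for 378 of the higher and 31 of the lower rows. TG and WT samples did not overlap in 964 rows (5.23%), against 0.117% by chance, and 934 of these were past the threshold. The count moved most when a fold change over 0.5 on the log2 scale was also asked for, to 1022. Lower genes depended on the test, with 1130 by DESeq2. Leaving out TG replicate 5 gave 1430 changed and 401 lower genes. Of 731 tested rows that share 50% or more of their windows with another gene, 118 changed, and these calls are uncertain.

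Among the genes outside the study lists, the largest rises were those of Tgm1, Mmp12, Cst7, Atp6v0d2 and Ccn5. Tgm1 (chromosome 14, 55700009 to 55713921, GRCm38) had 5.03 CPM ± 2.24 (SD, n = 6) in TG and 0.113 CPM ± 0.0703 (SD, n = 7) in WT, a log2 fold change of 5.41 (SE 0.38, edgeR adjusted p 3.29e-07). Its fold change moved most with limma-voom, to 5.13. WT samples held 1 to 4 counts of Tgm1, so the size of this fold depends on few reads. Mmp12 (chromosome 9, 7344397 to 7360461) rose from 0.208 CPM ± 0.141 (SD, n = 7) to 8.40 CPM ± 3.63 (SD, n = 6), a log2 fold change of 5.28 (SE 0.39), on 1 to 8 counts per WT sample. Cst7, Atp6v0d2 and Ccn5 had log2 fold changes of 4.22 (SE 0.29), 4.19 (SE 0.42) and 4.09 (SE 0.52), and Atp6v0d2 had 0 to 8 counts in WT samples. Ccn5 was higher in WT replicate 4 than in the other WT samples, and its log2 fold change without that sample was 4.62. The smallest p-values belonged to Itgax, Tlr2, Tgm1, Tlr7 and Cst7. Itgax (chromosome 7, 128129526 to 128150657) had 16.8 CPM ± 5.0 (SD, n = 6) in TG and 1.18 CPM ± 0.293 (SD, n = 7) in WT, a log2 fold change of 3.82 (SE 0.22, edgeR adjusted p 6.5e-08). For Tlr2 and Tlr7 the log2 fold changes were 1.67 (SE 0.12) and 1.81 (SE 0.13).

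The largest falls were those of Dmrta1, Kirrel2, Gm9780, A730020M07Rik and Pla2g3, with log2 fold changes of -1.62 (SE 0.23), -1.61 (SE 0.15), -1.53 (SE 0.29), -1.43 (SE 0.19) and -1.31 (SE 0.13). All windows (100%) of Gm9780 occur in another gene, so its value is uncertain. Kirrel2 (chromosome 7, 30447766 to 30457515) fell from 7.87 CPM ± 1.59 (SD, n = 7) to 2.57 CPM ± 0.428 (SD, n = 6), with an edgeR adjusted p of 2.03e-06, and its span overlaps Gm45979. Pla2g3 (chromosome 11, 3488158 to 3499346) fell from 13.1 CPM ± 1.64 (SD, n = 7) to 5.25 CPM ± 1.17 (SD, n = 6), with an edgeR adjusted p of 3.85e-06, and its span overlaps Inpp5j. Without strand in the counting, reads of overlapping genes cannot be parted.

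**Figure D1:**
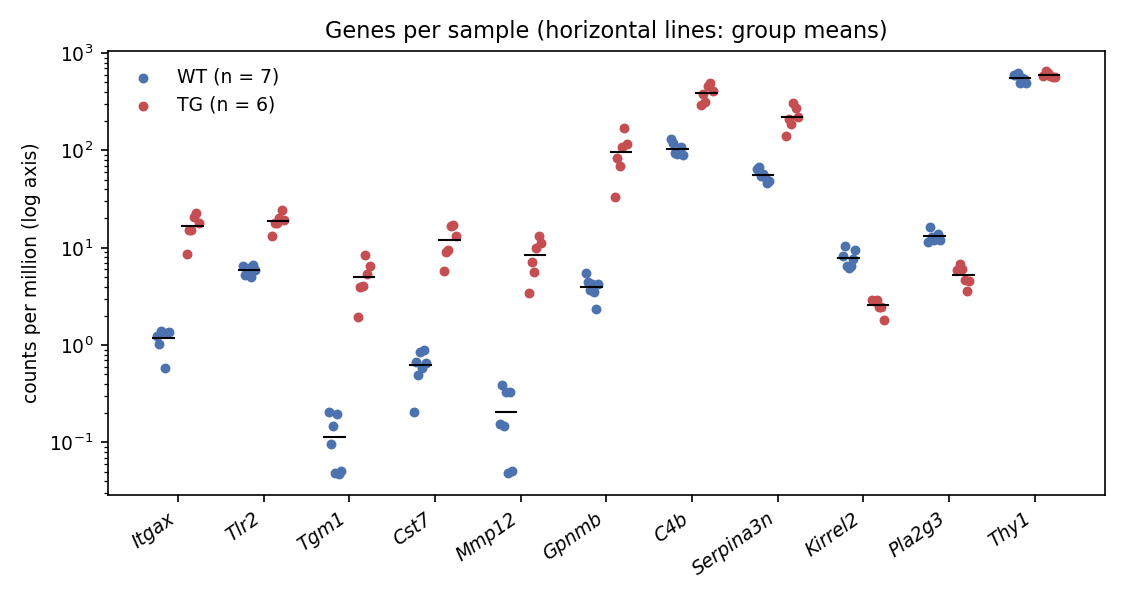
CPM (log axis) of 11 genes in each sample, with WT (n = 7) and TG (n = 6) side by side and horizontal lines at the group means. The TG and WT samples do not overlap for the genes shown except Thy1, whose log2 fold change was 0.10.

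The cholesterol pathway was compared over 42 genes that the study displayed for several datasets, these samples among them. Of these, 38 were tested and 26 changed, 8 higher and 18 lower in TG. With p-values adjusted over the list alone, 31 changed, 10 higher and 21 lower. That count is not independent evidence, because the list had already been displayed on these samples. The filter left out Apoa1, Apob, Apoc3 and Cyp7a1. Their highest counts in any sample were 21, 9, 3 and 0. Apoa1 was therefore not tested, and for Apob, Apoc3 and Cyp7a1 a difference was not detectable at this depth. The red blood cell covariate left 17 of the pathway genes past the threshold.

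All 15 biosynthesis genes had lower fitted values in TG, and 14 were past the threshold, the exception being Mvk with a log2 fold change of -0.26 (SE 0.09, edgeR adjusted p 0.0849). The biosynthesis score was 5.76 ± 0.17 (SD, n = 6) in TG and 6.25 ± 0.11 (SD, n = 7) in WT, and the difference of -0.48 had an exact permutation p of 0.000583, the smallest possible, and an adjusted p of 0.00194. All 6 TG samples lay below every WT sample. Its value moved most with the red blood cell covariate, to -0.42. Hmgcs1 (chromosome 13, 119690351 to 119708260) fell from 394 CPM ± 38.2 (SD, n = 7) to 261 CPM ± 38.3 (SD, n = 6), a log2 fold change of -0.60 (SE 0.09, edgeR adjusted p 0.000225). Idi1 (chromosome 13, 8885606 to 8892396) fell from 105 CPM ± 14.5 (SD, n = 7) to 66.8 CPM ± 8.77 (SD, n = 6), a log2 fold change of -0.66 (SE 0.10, edgeR adjusted p 0.00021), and shares 20% of its windows with another gene. Msmo1 changed by -0.56 (SE 0.09) on the log2 scale.

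The regulation score differed by -0.11 (exact permutation p 0.00233, adjusted p 0.00466), below the WT mean in 6 of 6 TG samples, although its genes moved in both directions. Insig1 fell by 0.71 on the log2 scale (SE 0.09, edgeR adjusted p 6.76e-05) and Srebf1 rose by 0.47 (SE 0.08, edgeR adjusted p 0.00128), while Insig2 changed by -0.14 (SE 0.06, edgeR adjusted p 0.124). Insig2 was past the threshold with DESeq2. With the median over genes in place of the mean, the regulation difference was 0.06. That median follows the gene of middle abundance in each sample, and the median log2 fold change of the list genes was -0.121.

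The export score did not pass the threshold, with a difference of 0.16 (exact permutation p 0.0962, adjusted p 0.137) and 6 of 6 TG samples above the WT mean. It passed with the Schwann cell covariate (0.16), and without WT replicate 1 (0.21). Within it, Abca1 (chromosome 4, 53030789 to 53159988) rose from 46.1 CPM ± 8.40 (SD, n = 7) to 102 CPM ± 25.2 (SD, n = 6), a log2 fold change of 1.15 (SE 0.16, edgeR adjusted p 0.000155). Abca5 fell by 0.31 (SE 0.09, edgeR adjusted p 0.0370), and Abcg1 changed by 0.25 (SE 0.09, edgeR adjusted p 0.0639). Abcg1 passed the threshold with upper quartile scaling, with the Schwann cell covariate and without WT replicate 1.

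The transport score, over 3 of 6 genes, rose by 0.77 (exact permutation p 0.00117, adjusted p 0.00292), above the WT mean in 6 of 6 TG samples. Apoe (chromosome 7, 19696244 to 19701310) rose from 1777 CPM ± 203 (SD, n = 7) to 4529 CPM ± 1192 (SD, n = 6), a log2 fold change of 1.35 (SE 0.14, edgeR adjusted p 4.92e-06). Apod had a log2 fold change of 0.34 (SE 0.11, edgeR adjusted p 0.0466) and was not past the threshold with limma-voom, RLE factors, library totals or the red blood cell covariate. Apoc1 had 0.76 (SE 0.28, edgeR adjusted p 0.0832), on 12 to 57 counts per sample, and passed without TG replicate 1.

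The oxidation score, over 3 of 4 genes, rose by 0.42 (exact permutation p 0.00758, adjusted p 0.0126) in 6 of 6 TG samples relative to the WT mean. It rested on Ch25h, which had 4 to 41 counts per sample: over the list genes with at least 10 counts in every sample, the difference was -0.02. Ch25h had a log2 fold change of 1.21 (SE 0.35, edgeR adjusted p 0.0315), Cyp7b1 0.37 (SE 0.10, edgeR adjusted p 0.0193) and Cyp27a1 -0.41 (SE 0.09, edgeR adjusted p 0.00414). The storage score differed by 0.10 (exact permutation p 0.143, adjusted p 0.179), with 5 of 6 TG samples above the WT mean. It passed the threshold only with the median over genes (0.59), which follows the gene of middle abundance in each sample. Of the storage genes, 2 were higher and 5 lower, with a median log2 fold change of -0.089, so that pass shows no rise of the list. Plin2 (chromosome 4, 86626910 to 86670217) rose from 23.5 CPM ± 3.13 (SD, n = 7) to 41.2 CPM ± 7.89 (SD, n = 6), a log2 fold change of 0.81 (SE 0.11, edgeR adjusted p 0.000121). Soat1 rose by 0.45 (SE 0.08, edgeR adjusted p 0.000752). Acat2, which shares 35.3% of its windows with another gene, fell by 0.34 (SE 0.08, edgeR adjusted p 0.0107). Plin4 did not differ, with a log2 fold change of -0.07 and a wide SE of 0.36 (edgeR adjusted p 0.925). In the 13 fits that each left out 1 sample, the edgeR call of Apod was lost in 9, that of Ch25h in 8, that of Abca5 in 7 and that of Cyp7b1 in 3.

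**Figure D2:**
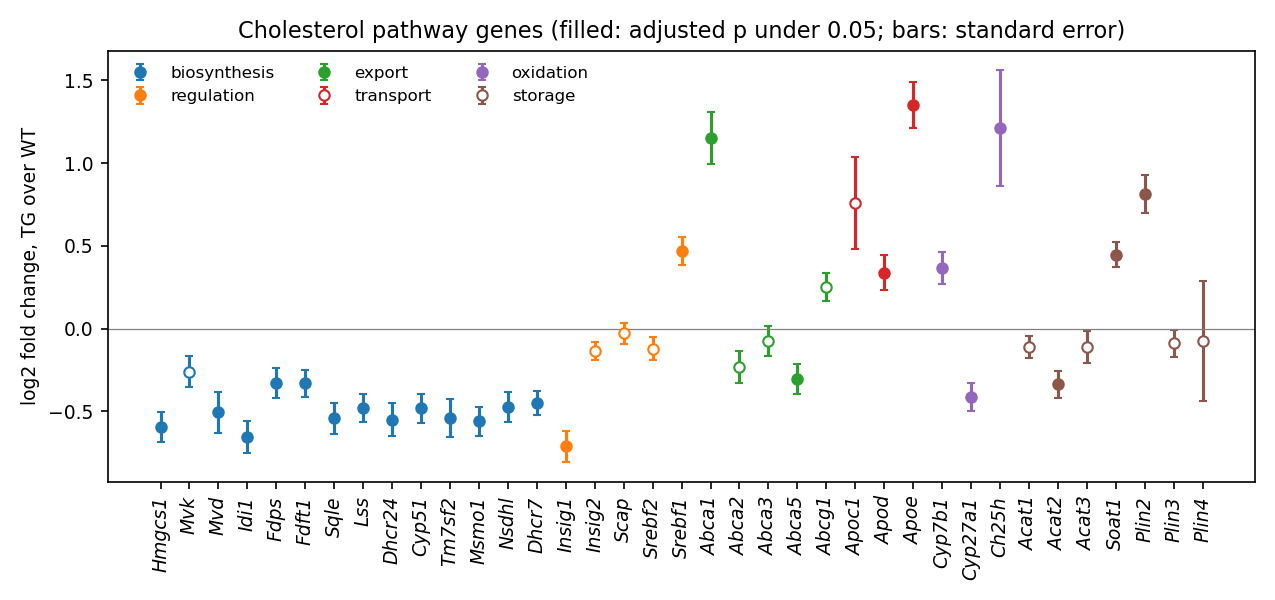
Log2 fold change of TG over WT for 37 of the tested cholesterol pathway genes, coloured by list, with bars for the standard error and filled points for an edgeR adjusted p under 0.05. The biosynthesis genes shown lie below 0, and Apoe, Ch25h and Abca1 have the highest values.

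Markers of glial states were compared because the study reported such states in other poly-GA mice. The DOL score rose by 0.83 (exact permutation p 0.000583, adjusted p 0.00194), with 6 of 6 TG samples above every WT sample, and 9 of 13 genes were past the threshold, all higher. C4b (chromosome 17, 34728139 to 34743902) rose from 104 CPM ± 16.3 (SD, n = 7) to 392.0 CPM ± 79.6 (SD, n = 6), a log2 fold change of 1.91 (SE 0.13, edgeR adjusted p 3.05e-07). It has 3 numbered copies in the table and shares 16.5% of its windows, so its level is uncertain. Serpina3n (chromosome 12, 104406646 to 104414334) rose from 56.1 CPM ± 7.95 (SD, n = 7) to 223 CPM ± 59.4 (SD, n = 6), a log2 fold change of 1.99 (SE 0.15, edgeR adjusted p 1.08e-06). Apoe is also on this list. The samples were bulk tissue, in which the activated microglia score rose by 2.33. The values thus do not tell in which cell type the DOL genes rose.

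The myelin score did not differ (0.05, exact permutation p 0.602, adjusted p 0.602), and 2 of 6 TG samples were above the WT mean. Its direction reversed without TG replicate 4 (-0.0068) or TG replicate 5 (-0.0007). None of Mbp, Mag and Cnp passed the threshold, with log2 fold changes of 0.27 (SE 0.18), -0.08 (SE 0.06) and 0.13 (SE 0.08). Without TG replicate 5 the value of Mbp was 0.11, and without TG replicate 4 that of Cnp was 0.07.

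The myelin-DAM score rose by 1.74 (exact permutation p 0.000583, adjusted p 0.00194), with 6 of 6 TG samples above every WT sample and 11 of 12 genes past the threshold, all higher. Gpnmb (chromosome 6, 49036518 to 49058182) rose from 3.99 CPM ± 0.952 (SD, n = 7) to 96.6 CPM ± 46.4 (SD, n = 6), a log2 fold change of 4.60 (SE 0.35, edgeR adjusted p 4.92e-06). Cd84 and Fyb rose by 2.03 (SE 0.19) and 1.43 (SE 0.14). The amyloid-DAM score did not differ (-0.03, exact permutation p 0.417, adjusted p 0.463), with 3 of 6 TG samples below the WT mean. With the median over genes it was 0.06, but the median log2 fold change of its genes was -0.086. Within it, Apbb1ip rose by 1.01 (SE 0.13, edgeR adjusted p 5.46e-05), and Adarb1 and Nav3 fell by 0.33 (SE 0.07) and 0.31 (SE 0.09). Nav3 was not past the threshold with the red blood cell covariate or in 5 of the 13 fits that left out 1 sample. The spans of Insig1, Srebf1, Acat2, Cyp7b1, Plin2, Mbp, Cnp, Cd84, Fyb, Apbb1ip and Nav3 overlap those of other annotated genes. The difference between the changes of both DAM lists was not tested. Bulk values do not part the cell types that express the amyloid-DAM genes, and the homeostatic microglia score rose by 0.65. A flat amyloid-DAM score therefore does not tell whether microglia took this state. With camera at a preset correlation of 0.01, biosynthesis, transport, DOL and myelin-DAM were past the threshold, and these calls held under fry. Under an estimated correlation, biosynthesis, DOL and myelin-DAM held (adjusted p 0.0433 each) and transport did not (adjusted p 0.154).

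**Figure D3:**
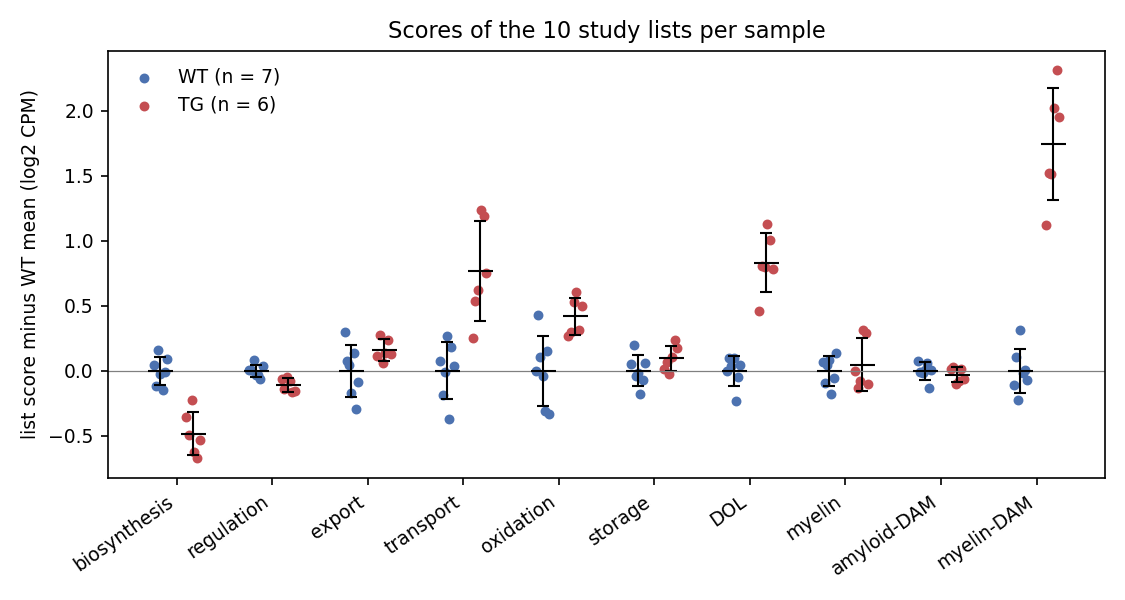
Score of each of the 10 study lists per sample, as the mean log2 CPM of the list genes minus the WT mean, with horizontal bars for the group mean and whiskers for the SD (WT n = 7, TG n = 6). The TG samples lie apart from all WT samples for biosynthesis, DOL and myelin-DAM.

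Lists of cell types, attached tissues and tissue states gave the composition of the samples. The activated microglia score rose by 2.33 and the homeostatic microglia score by 0.65, each with an exact permutation p of 0.000583 (adjusted p 0.00466) and 6 of 6 TG samples above every WT sample. The T cell score rose by 0.70 (exact permutation p 0.00175, adjusted p 0.00933), higher in 6 of 6 TG samples than in every WT sample, but only 2 of its 10 genes passed the filter. The sensory ganglion score rose by 0.85 over 5 of 10 genes (exact permutation p 0.00932, adjusted p 0.0373), 6 of 6 TG samples lying above the WT mean. Its difference was 0.43 without TG replicate 3 (exact permutation p 0.024, not adjusted). No adjusted p was had for that fit, so the call may depend on this sample.

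The other lists of this family did not pass the threshold. These were astrocyte (0.20, adjusted permutation p 0.0706), red blood cell (1.02, adjusted permutation p 0.0706), sex-linked (-0.19, adjusted permutation p 0.0691), neuron (-0.18, adjusted permutation p 0.139), meninges (-0.42, adjusted permutation p 0.715), OPC, that is oligodendrocyte precursor cells (0.05, adjusted permutation p 0.72), and immediate early genes (0.07, adjusted permutation p 0.913). For mature oligodendrocyte (-0.02), motor neuron (0.04) and clock output (-0.03) the adjusted permutation p was 0.927, and for Schwann cell (-0.03) and skeletal muscle (0.08) it was 0.964. Of the lists of transcription factor targets, LXR targets rose by 0.40 (exact permutation p 0.000583, adjusted p 0.00117) and SREBP2 targets outside the biosynthesis list fell by 0.24 (exact permutation p 0.00117, adjusted p 0.00117), each with 6 of 6 TG samples beyond every WT sample.

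The position of changed genes was examined after the values were seen, in 331 bins of 5 Mb with at least 20 tested genes, numbered copies left out. In the bin of chromosome 2 from 175000001 to 180000000, 20 of 52 tested genes (38.5%) were lower and 3 were higher, against 3.88% lower over all genes. The next highest bin, on chromosome 14, had 18.4%. The lower genes lay between 175057954 and 178078425, with log2 fold changes from -0.92 to -0.27. Of 19 of them with a value, 9 share 50% or more of their windows with another gene, and the median was 43.2% of windows.

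**Figure D4:**
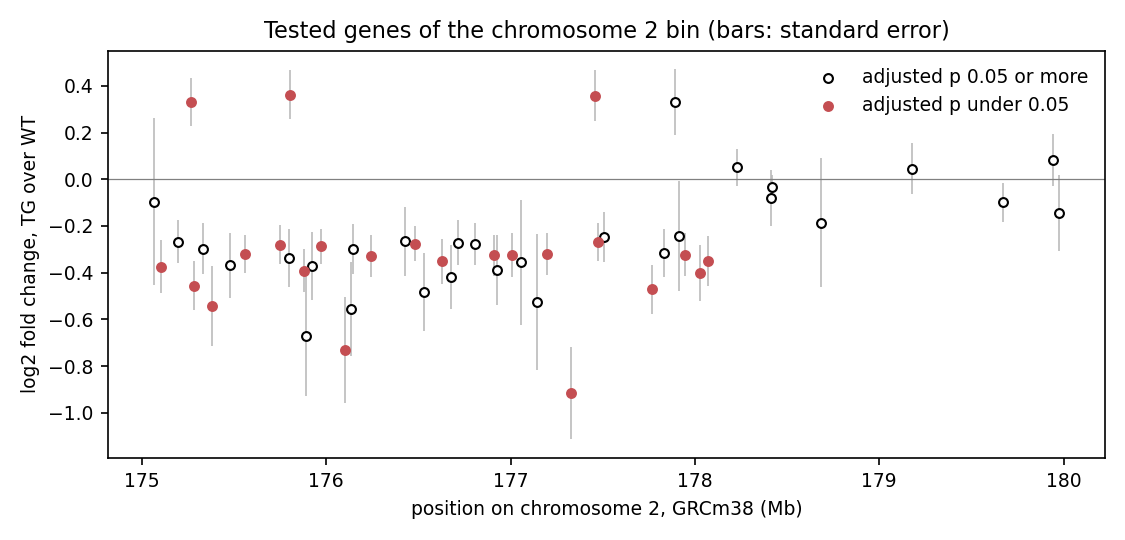
Log2 fold change of TG over WT for the 52 tested genes of the chromosome 2 bin by position (Mb, GRCm38), with bars for the standard error and filled points for an edgeR adjusted p under 0.05. Of the genes, 45 lie below 0.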

Values the study reported

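For this group of GA-CFP animals, the study reported 7 wildtype and 6 transgenic mice, which were 42 weeks old. An earlier group that is not used here held 4 wildtype and 3 transgenic mice, 32 weeks old. The study stated that RNA with an integrity number over 7 went on to sequencing. No fold change of a gene in these animals is stated as a number in its text.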

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

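The tests in this part were chosen only after the results were seen. In 142 groups of values (each list score and each named gene, in TG and in WT), 5 had a single sample whose gap to the nearest other sample, divided by the range of the group, was over the 95% critical value of Dixon's test. Chance gives about 7.1 among that many, so the number alone asks for no explanation.

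The skeletal muscle score of TG replicate 1 was -0.29, against 3.49 to 5.42 in the other TG samples (gap ratio 0.662). Of the 10 muscle genes, 9 were lowest in this sample among all 13. Of the list, 5 genes had at least 10 counts in every sample, and Acta1 ran from 35 to 3358 counts. The tables argue against a few stray reads, since the genes moved together. This is consistent with muscle attached to most pieces of cord and nearly absent from this one, and dissection may be the source. The score did not differ between TG and WT. No biological explanation was tested.

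The other 4 were single WT samples in named genes. On the log2 CPM scale, Acat2 was 5.96 in WT replicate 5 against 6.17 to 6.30 in the other WT samples (0.612). Itgax was -0.55 in the same sample against 0.16 to 0.58 (0.627). Ccn5 was 1.25 in WT replicate 4 against -0.96 to -0.27 (0.69), and Cyp27a1 was 5.42 in WT replicate 6 against 4.83 to 5.07 (0.594). Without the sample concerned, the log2 fold changes were 3.70 for Itgax, 4.62 for Ccn5 and -0.34 for Cyp27a1, in the same direction as with all samples. Acat2 shares windows with another gene, so exchanged reads stay open for it, and no biological explanation was tested.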

How the results depend on the processing

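DESeq2, limma-voom, RLE, upper quartile and library total scaling, both count filters, 1 surrogate variable, the Schwann cell covariate, the GC content and length correction, and leaving out copies or shared genes gave 1936 to 2876 changed genes, against 2161. Only the count of lower genes with DESeq2 moved by over 1.5 times, to 1130 against 696. The cause was not tested, but DESeq2 made 33 false calls in the simulation, and edgeR 4. Leaving out genes that share 50% or more of their windows also left out the numbered copies and genes without a window value. An adjusted p under 0.01 gave 1046 changed genes, 821 higher and 225 lower. A fold change over 0.5 gave 1022, 851 higher and 171 lower, with 12 cholesterol pathway genes. Both are stricter by construction.

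The red blood cell covariate was chosen after seeing the data. It gave 1219 changed genes, 810 higher and 409 lower, with 17 cholesterol pathway genes, and 1075 of the 2161 calls were kept. The covariate itself was higher in TG by 1.02, so it takes up part of the genotype difference. With it the regulation difference was -0.0596 and no longer past the threshold.

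Across the 13 fits that each left out 1 sample, 1430 (without TG replicate 5) to 2379 (without WT replicate 6) genes changed, and 401 to 829 were lower, from the same fits. Without TG replicate 4 and WT replicate 5, 425 and 461 genes were lower. Of the fits without a TG or WT sample, those without TG replicates 1 and 2 and WT replicates 4 and 6 gave more calls than all samples together, so the count depended on which sample was left out. The cause was not tested. The cholesterol count ran from 21 to 27. The export difference ran from 0.1118 to 0.2102, and passed the threshold without WT replicate 1. The myelin difference ran from -0.0068 (without TG replicate 4) to 0.0837, and was -0.0007 without TG replicate 5. The amyloid-DAM difference ran from -0.0513 (without WT replicate 6) to -0.0149 (without TG replicate 3). Under these fits the other lists of the study kept their direction and side of the threshold, with biosynthesis between -0.5344 and -0.4447.

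Under the other alternatives for lists, biosynthesis (-0.4984 to -0.4156), DOL (0.8159 to 0.9131), myelin-DAM (1.6041 to 1.7997) and transport (0.3305 to 0.7793) kept their direction and side of the threshold, except that transport was not past it under camera with an estimated correlation (adjusted p 0.154). The oxidation difference reversed to -0.0192 over genes with at least 10 counts in every sample, because Ch25h left the list. It was 0.4624 with fry and with camera, no longer past the threshold. With the median over genes, regulation was 0.0643, amyloid-DAM was 0.0569, and storage passed the threshold at 0.5884. This median was taken over log2 CPM in each sample, so it follows the gene of middle abundance, which can differ between samples. The median log2 fold change of the list genes was -0.121 for regulation, -0.086 for amyloid-DAM and -0.089 for storage. These median scores are therefore no evidence that the lists reversed or that storage genes rose as a set. Regulation was -0.1086 with camera, no longer past the threshold. Export passed with the Schwann cell covariate at 0.1573, and the cause was not tested.

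Among the fold changes of named genes no direction reversed. Of 508 comparisons with another setting, 8 lost and 3 gained the threshold. Of 559 with a sample left out, 32 lost and 2 gained it. Apod, Abca5, Cyp7b1, Nav3 and Acat2 made up the losses with another setting. With a sample left out, the call was lost in 9 of 13 fits for Apod, 8 for Ch25h, 7 for Abca5, 5 for Nav3 and 3 for Cyp7b1.

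Xist was near absent from all samples, so the planned Xist covariate was not run. No paired analysis was possible because the replicate numbers only name samples. The depth limits genes near the floor, among them Apob, Apoc3 and Cyp7a1, for which a difference was not detectable.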

Other observations

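The tests on nerve root, microglia of every state, sex, library size, time of day and the splits for all changed genes were planned before the data were examined. So was the first test on oligodendrocytes, which was later set aside. All other tests in this part were chosen after the results were seen.

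Of 100 splits of the 13 samples into 6 and 7, drawn from 1716, only the real split (1 of 100) gave 2161 or more changed genes, 1465 or more higher genes, and 26 or more cholesterol pathway genes. For 696 or more lower genes it was 2 of 100. The other split had 767 lower genes and put all 6 TG samples, with 1 WT sample, in the group of 7, so its directions are inverted. Of the 99 other splits, 97 gave no call, and the largest count was 973, in a split that put 5 TG samples in the same group.

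Several technical explanations for the changed genes were tested. Xist had at most 1 count in any sample, which argues against a difference in sex ratio. Library totals of the groups overlapped, and 1983 genes changed with libraries scaled by totals alone, which argues against library size. The clock output score differed by -0.0302 (adjusted permutation p 0.927), but 5 of its genes were higher and 5 lower. Of its 10 genes, 0 were past the edgeR threshold in either direction, which does not exclude smaller shifts. The score had first been read as speaking against a different time of day. That reading was dropped after the values of its genes were seen, since genes that move both ways can give a mean near 0, so a different time of day stays open. After correction for GC content and length, 1883 of the 2161 calls were kept, which argues against such a bias as the whole cause. Litter, cage and library batch of single animals stay open and untested.

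The lower biosynthesis score could come from a change in tissue composition. The planned test on oligodendrocytes, the difference of biosynthesis minus mature oligodendrocyte scores (-0.467, exact permutation p 0.00175), was set aside after its values were seen, since 5 genes of that list were higher and 5 lower. A loss of these cells would lower each of their genes, so the 15 genes of the mature oligodendrocyte and myelin lists were each compared with the biosynthesis score. Of these, 12 fell less than that score or rose (exact permutation p adjusted over the 15 genes under 0.05), which argues against fewer mature oligodendrocytes as the whole cause. The other 3 did not differ from it, so a smaller loss or a change within these cells stays open. Dilution by RNA of added microglia would lower the other cell types alike, but biosynthesis fell further than the neuron score (-0.302, exact permutation p 0.0128), and 8 of 10 astrocyte genes were higher. The difference was -0.483 with the Schwann cell score as covariate (exact permutation p 0.000583, the smallest possible) and -0.416 with the red blood cell score (exact permutation p 0.0035), which argues against nerve root or blood as the whole cause. Hba-a1 of red blood cells ran from 992 to 8192 counts, and the red blood cell list shares 1 gene with the DOL list. The values do not tell in which cell type the genes fell.

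A candidate explanation is lower activity of SREBP2, the transcription factor that drives these genes. SREBP2 targets outside the biosynthesis list fell as well (-0.237, exact permutation p 0.00117), in 8 of 9 genes. LXR, which is activated by oxidised cholesterol, may be more active, since its targets rose. The 5 scored LXR targets on no study list rose too (0.271, exact permutation p 0.0035), so the genes shared with the study lists were not the whole cause. Abca1 and other LXR targets are also expressed by microglia, so added microglia stay open for this rise.

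From animal to animal, the biosynthesis score might fall as the microglial response rises. Over the 6 TG samples, Pearson's r between the biosynthesis and activated microglia scores was -0.681 (exact permutation p 0.14, adjusted over 2 groups 0.28), and Spearman's rho was -0.829 (exact permutation p 0.0583). Without the 2 samples farthest from the median, r was -0.995. Over the 7 WT samples r was 0.348 (exact permutation p 0.451, adjusted 0.451), rho was 0.321 (exact permutation p 0.498), and r without 2 samples was 0.06. With so few animals, a relation within TG cannot be told apart from chance.

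The rise of the myelin-DAM score might reflect more microglia of every state. It exceeded that of the homeostatic microglia score by 1.09 (exact permutation p 0.000583, the smallest possible), which argues against this as the whole cause. The homeostatic score rose as well, so a larger number of microglia stays open as a part of it. With the red blood cell score as covariate the myelin-DAM difference was 1.604 (exact permutation p 0.000583), which argues against blood left in the tissue. Invading myeloid cells were not tested.

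The lower genes on chromosome 2 lie in an array of zinc finger genes of high similarity, and the cluster was found by scanning the genome in bins and in runs of 20 neighbouring genes. Reads shared between near-identical genes could make a single change appear in many genes. A first form of this test, the median share of windows among the lower genes (43.2%, below a limit of 50%), was replaced after its value was seen, and by its own limit it had also spoken against shared reads. In the form used, 10 of the 23 genes of the bin that share under 50% of their windows were lower (43.5%), against 3.93% of such genes elsewhere. Of the 9 genes of the array that share under 20%, 7 were lower. The values thus argue against exactly shared reads as the whole cause, though such reads may add members to the cluster. The windows count only exact matches to the longest transcript of another gene. Similar genes may also exchange reads with mismatches, and that was not tested. Of 332 genes named Zfp outside the bin, 7 were lower (2.11%), which argues against a fall of zinc finger genes throughout the genome. The residuals of the lower genes around their group means were correlated across samples, with a median r of 0.542, against -0.005 for the median and 0.17 for the highest of 1000 random sets matched on expression. That correlation includes shared reads. A copy number or strain difference of the array between the mice stays open and untested, as does regulation by genotype.

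The rise of the sensory ganglion score in TG rested in part on TG replicate 3, with a score of 3.58 against 0.78 to 1.93 in the other TG samples. The 5 ganglion genes left out by the count filter summed to 940 counts in that sample, 165 in TG replicate 4 and at most 8 in any other. Scn10a alone had 429 counts in TG replicate 3. Of the list, 4 genes had at least 10 counts in every sample, so the cord expresses these too. This is consistent with ganglion tissue attached to the cord in these samples. Without TG replicate 3 the difference was 0.432 (exact permutation p 0.024, not adjusted), so the call may depend on that sample.

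WT replicate 1 had the lowest score of dorsal horn neuron genes, 2.85 against 3.70 to 4.28 in the other samples. All 10 genes of the list were lowest in this sample among all 13, while its motor neuron score was the highest (4.95, others 4.35 to 4.83). A piece of cord with less dorsal horn may be the source. The list was written after the values of this sample were seen, so less dorsal horn (10 of 10 genes) cannot be told apart from a list that follows the sample. The dorsal horn score did not differ between TG and WT (0.27, exact permutation p 0.144).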
